A study of Mus musculus with 20 samples. Its data were reported in "Polymer Simulations of Heteromorphic Chromatin Predict the 3D Folding of Complex Genomic Loci" (2018).

How the data were processed

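NG Capture-C had been performed on Pax6-HIGH (β-TC3), Pax6-ON (MV+) and Pax6-OFF (RAG) mouse cells with 2 pools of capture oligonucleotides. The labels gave 20 libraries, 2 per pool for Pax6-HIGH cells and 4 per pool for each of the other lines. By the paper's methods 2 replicates of cells were taken per cell line, and each gave 2 libraries for each pool, which accounts for the 4 per pool of Pax6-ON and Pax6-OFF cells but not for the number in Pax6-HIGH cells. The deposited description calls the combined libraries replicates, so they are called libraries here.

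Per the paper's methods, read pairs were merged where they overlapped and split in silico at DpnII sites, and the pieces were aligned singly to mm9 with Bowtie. Duplicate read groups were removed. Read groups with a single target fragment and a single mapped reporter fragment were kept, and reporters close to another target were dropped. The submitters' processing notes name Trim Galore 0.4.1 and Bowtie 1.1.1. Removal of duplicates makes the counts closer to counts of ligation events, but the paper's methods mention no molecular identifiers. Intervals cover counting error only, since the libraries of a cell line were combined and their spread is not known. The deposited values used here were read counts per target: the total and its intrachromosomal and interchromosomal parts, with the libraries of a cell line combined by the authors and no normalization. The table of Pax6-OFF cells named only the first of its value columns, and the order of the others was taken from the tables of the other cell lines and the deposited description. In all 39 combinations of target and cell line the total was the sum of the other columns, which does not by itself tell these columns apart. The deposited description gives a genome-wide scale of 100000 reads for the binned profiles, and the paper's methods state a larger one. The binned interaction profiles and pileups were not analysed here, so no contact between named regions is reported.

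Target coordinates were used as deposited and read 1-based. With the NCBIM37 reference, the same build as mm9, all 13 fragments so read were bounded by GATC at both ends with none inside. Annotation was GENCODE vM1. GC content was taken over the 120 bp at each end of a target, where capture oligonucleotides lie, and repeats as the percentage of the 31-mers of a target that occur more than once in the genome. The columns of per-sample values that were not used numbered 0.

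Each target was compared with the targets of its own pool, since the pools were captured apart. A pool share was the target's reads over the reads of all targets of the pool, with a Wilson interval, and the fold between cell lines was the ratio of shares on the log2 scale with a counting interval. Totals had exact Poisson intervals at 95%. The floor of a count of 0 was 3 reads of the total. Correlations across targets were tested with 2-sided permutations of pairings, exact within a pool and with 100000 resamples over more targets, with a threshold of 0.05. Adjusted p-values, where given, are by Benjamini-Hochberg, and p-values without one beside them are unadjusted. Targets were grouped as Pax6 promoters, promoters of other genes, CTCF or cohesin sites and the enhancer. All 13 were named with their reads, and in each comparison the 3 highest and 3 lowest folds were given. These tests, lists, naming rules and the alternatives of scaling, length correction, pool and left-out targets were fixed before the data were examined. The interchromosomal share, its relation to length, folds from intrachromosomal reads alone and the promoters' part without Elp4 were chosen after seeing the data. The Wilson interval was tested on simulated counts at the totals of the 13 targets, and the fold interval at the pool 1 totals. Between 94.7% and 95.75% of intervals held the true value, but the counts were drawn from the model that the intervals assume. The Poisson interval was not tested. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.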

Results

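NG Capture-C joins chromosome conformation capture with oligonucleotide pull-down. Chromatin is fixed, cut with the restriction enzyme DpnII and religated, and chosen DpnII fragments (targets, or viewpoints) are then pulled out together with the fragments ligated to them. The data covered 13 targets across the mouse Pax6 locus, the home of a transcription factor gene needed for eye, brain and pancreas development, in 3 mouse cell lines chosen for their Pax6 activity. Pax6-HIGH cells were β-TC3, a pancreatic beta cell insulinoma line. Pax6-ON cells were MV+, derived from lens epithelium, and Pax6-OFF cells were RAG, a renal adenocarcinoma line of the BALB/c strain. By the paper, the MV+ line came from a wild-type mouse of another strain. The targets were captured in 2 pools, of 6 and 7 fragments, and 20 libraries were labelled: 4 of Pax6-HIGH cells, 8 of Pax6-ON cells and 8 of Pax6-OFF cells. The analysed values were read counts per target with all libraries of a cell line combined for each pool. No spread between replicates could therefore be computed, and no difference between cell lines was tested against it. All intervals cover counting error at a level of 95% only, and compare these pooled libraries, not the cell lines in general. The paper's methods name alternative sequencer models and oligonucleotide kits without saying which libraries had which. Differences between cell lines therefore cannot be told apart from such batch differences or from strain.

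The targets lay within 575.3 kb of chromosome 2 in build mm9. Of the 3 Pax6 promoter targets, Pax6_P0 (105508737 to 105509119), Pax6_P1 (105515339 to 105515903) and Pax6_Palpha (105521487 to 105522094) each contained an annotated Pax6 transcription start site and part of a Pax6 exon, and Pax6_P0 also overlapped the antisense gene Pax6os1. CTCFp11 (105511309 to 105512303), a CTCF or cohesin site between P0 and P1, also contained an annotated Pax6 start site. 7CE12_CTCF (105527664 to 105528138) lay in a Pax6 intron. These 5 fragments of pool 1 spanned 19.4 kb. The last member of pool 1, Elp4 (105744078 to 105745820), contained the start sites of Elp4 and of the neighbouring, oppositely oriented Immp1l. In pool 2, CTCF10B (105173505 to 105175699) lay in an intron of 0610012H03Rik, and Rcn1_prom (105238728 to 105239162) in coding sequence of Rcn1, 314 bp from the nearest Rcn1 start site. The enhancer target e200 (105284625 to 105285412) and CTCF7 (105363080 to 105364092) were intergenic. CTCF6 (105456258 to 105457375) lay in an intron of Pax6os1 and CTCF5 (105639621 to 105640392) in an intron of Elp4. The paper uses CTCF6 as its viewpoint at the upstream regulatory region of Pax6. CTCF5 lies within the paper's fluorescence in situ hybridization probe for the downstream regulatory region. By the paper, both regions hold Pax6 enhancers. CTCF4 (105748530 to 105748848) overlapped a 5′ UTR exon of Immp1l, 2709 bp from the Elp4 target. Fragment lengths ran from 319 bp for CTCF4 to 2195 bp for CTCF10B, with a median of 772 bp.

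**Figure D1:**
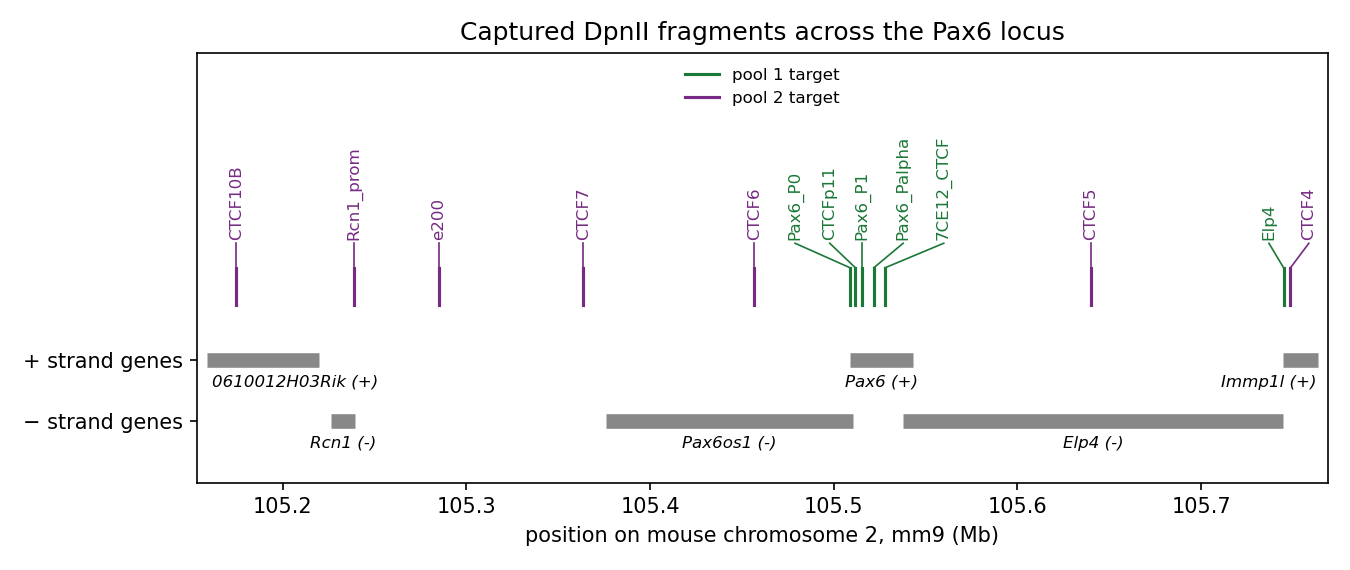
Map of the captured DpnII fragments on mouse chromosome 2 (mm9, position in Mb), with pool 1 targets in green, pool 2 targets in purple and selected annotated genes as grey bars by strand; bars at both edges are cut at the edge of the map. The 5 pool 1 targets at Pax6 lie within 19.4 kb, while the Elp4 target of pool 1 lies beside CTCF4 of pool 2.

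Pax6-HIGH libraries held the most reads at each of the 13 targets, and the Pax6 promoters were the most thinly sampled targets in the other cell lines. Pax6_P1 had 750206 reads in Pax6-HIGH, 36909 in Pax6-ON and 17057 in Pax6-OFF cells. Pax6_P0 had 801479, 63294 and 29104 reads in the same order, and Pax6_Palpha had 607608, 60737 and 32600. At the promoters of other genes, Elp4 had 556294, 206015 and 162229 reads, and Rcn1_prom had 869894, 115065 and 96263. Among the CTCF or cohesin sites of pool 1, the reads in Pax6-HIGH, Pax6-ON and Pax6-OFF cells were 555172, 103581 and 56793 for CTCFp11 and 655192, 64125 and 34450 for 7CE12_CTCF. Those of pool 2 had 653637, 395689 and 192225 reads (CTCF10B), 732075, 142634 and 159616 reads (CTCF7), 720051, 114135 and 84720 reads (CTCF6), 647601, 221720 and 238855 reads (CTCF5) and 563885, 92209 and 82085 reads (CTCF4). The enhancer e200 had 657096, 167411 and 149543 reads. The widest Poisson interval, that of Pax6_P1 in Pax6-OFF cells, was 1.50% of its reads on either side.

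Summed over targets, pool 1 held 3925951 reads in Pax6-HIGH, 534661 in Pax6-ON and 332233 in Pax6-OFF cells, and pool 2 held 4844239, 1248863 and 1003307. Pax6-HIGH totals were 11.8 times those of Pax6-OFF cells in pool 1 and 4.83 times in pool 2. Reads were spread evenly over targets in Pax6-HIGH cells, with a coefficient of variation of 15.7% in pool 1 and 13.8% in pool 2. The same measure was 68.6% and 58.8% in Pax6-ON cells, and 97.4% and 41.5% in Pax6-OFF cells. In pool 1 the highest target held 1.44 times the reads of the lowest in Pax6-HIGH, 5.58 times in Pax6-ON and 9.51 times in Pax6-OFF cells, where Elp4 was highest and Pax6_P1 lowest in both of the latter. Dividing reads by fragment length changed the place of Pax6-HIGH cells, which then had the largest coefficient of variation in both pools (57.2% and 61.5%). Fragment lengths differ between targets, so dividing evenly spread reads by them adds spread by itself.

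**Figure D2:**
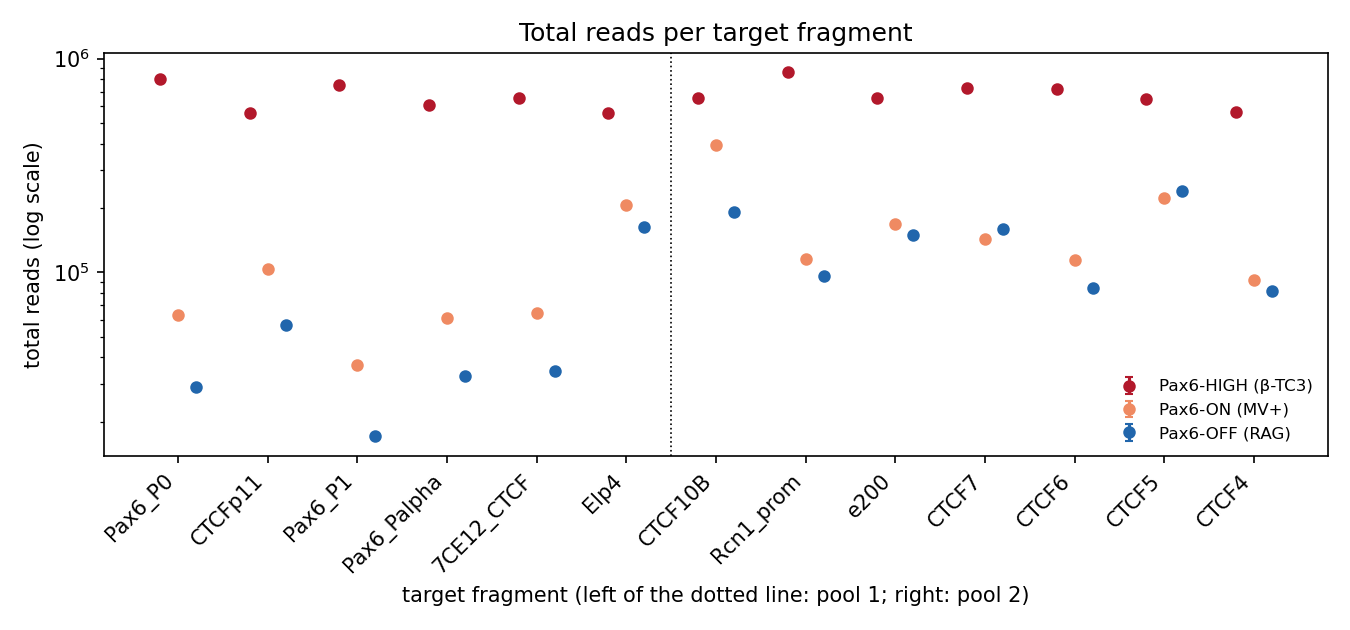
Total reads of each target on a log scale in Pax6-HIGH (red), Pax6-ON (orange) and Pax6-OFF (blue) cells, with Poisson 95% intervals that are smaller than the points. Pax6-HIGH points lie between 555172 and 869894 reads, while those of Pax6-OFF cells reach down to 17057 at Pax6_P1.

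The study chose the cell lines by Pax6 activity, so the part of pool 1 taken by the Pax6 promoters was compared between them. The 3 promoters together took 55.0% of pool 1 reads in Pax6-HIGH cells (Wilson interval 54.95 to 55.05%), 30.1% in Pax6-ON cells (29.98 to 30.22%) and 23.7% in Pax6-OFF cells (23.56 to 23.85%). Elp4, which encodes a subunit of the Elongator complex, took 14.2%, 38.5% and 48.8% in the same order. The order of the promoters' part over the cell lines was the same with reads per kb of fragment, with reads of both pools as the whole, with intrachromosomal reads alone and without Elp4. Shares of a pool sum to a fixed whole, and over the other 5 targets the promoters' part was 64.1%, 49.0% and 46.3%, with Pax6_Palpha lower in Pax6-HIGH (18.0%) than in Pax6-ON (18.5%) and Pax6-OFF cells (19.2%).

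Between Pax6-HIGH and Pax6-OFF cells, the share of a pool was larger in Pax6-HIGH cells at 7 targets and smaller at 6, with every counting interval excluding 0 on the log2 scale. The largest log2 folds were those of Pax6_P1 (1.90, interval 1.87 to 1.92), Pax6_P0 (1.22, 1.20 to 1.24) and Rcn1_prom (0.90, 0.90 to 0.91), the last a gene for a calcium-binding protein of the endoplasmic reticulum, but with intrachromosomal reads alone CTCF4 (0.51 with all reads) and Rcn1_prom were at 1.57 and 1.54, above Pax6_P0 at 1.16. The lowest were those of Elp4 (-1.78, -1.79 to -1.78), CTCF5 (-0.83, -0.84 to -0.83) and CTCF10B (-0.51, -0.51 to -0.50). All 3 Pax6 promoters were higher in Pax6-HIGH cells, although Pax6_Palpha (0.66) was at -0.02 when the pool was scaled by its median target. Of the 7 CTCF or cohesin sites 3 were higher and 4 lower, and CTCFp11, flanked by P0 and P1 at 2189 and 3035 bp, was lower (-0.27), although it turned to 0.57 with the sum over both pools as the scale and CTCF7 turned to 0.062 with the median target. The promoters' median fold of 1.22 was reached by 4 of the 20 possible sets of 3 targets in pool 1 and by 11 of 286 sets over all 13 targets, the fewest possible in both, because Pax6_P1 and Pax6_P0 had the 2 highest folds on the scale of the pool's sum. Ranks between targets of different pools depend on the scaling. With the median target as the scale, Pax6_P0 (0.55) came below Rcn1_prom (1.04), CTCF6 (0.95) and CTCF4 (0.64). Without the highest target of the pool, Pax6_P0 (0.58) came below Rcn1_prom (0.80) and CTCF6 (0.71). That target was found within each cell line, so the sums leave out unlike targets. They leave out Pax6_P0 in Pax6-HIGH and Elp4 in Pax6-OFF cells for pool 1, and Rcn1_prom and CTCF5 for pool 2.

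Between Pax6-HIGH and Pax6-ON cells, 9 targets had a larger and 4 a smaller share in Pax6-HIGH cells. The largest log2 folds were those of Pax6_P1 (1.47, 1.45 to 1.48), Rcn1_prom (0.96, 0.95 to 0.97) and Pax6_P0 (0.79, 0.78 to 0.80). With intrachromosomal reads alone CTCF4 (1.16) came above Pax6_P0 (0.83). With the median target as the scale CTCF6 (0.45) and CTCF4 (0.41) came above Pax6_P0 (0.35). Without the highest target of the pool CTCF6 (0.44) came above Pax6_P0 (0.41). The lowest log2 folds were those of Elp4 (-1.44, -1.45 to -1.44), CTCF10B (-1.23, -1.24 to -1.23) and CTCFp11 (-0.45, -0.46 to -0.45). The fold of CTCFp11 turned to 0.12 with the sum over both pools as the scale. The enhancer e200 was close to equal at 0.02 and turned to -0.23 with the median target as the scale. All 3 Pax6 promoters were higher in Pax6-HIGH cells under each scaling. Pax6_Palpha (0.45) was so only by 0.014 with the median target as the scale and by 0.073 without the highest target. As a part of pool 1 without Elp4, Pax6_Palpha was lower in Pax6-HIGH (18.0%) than in Pax6-ON cells (18.5%). The promoters' median of 0.79 was reached by 4 of 20 sets of pool 1 targets, again the fewest possible. Over all targets 31 of 286 sets reached it, where the fewest possible is 11.

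Pax6-ON and Pax6-OFF cells differed less, with log2 folds from -0.48 to 0.73. CTCF10B (0.73, 0.72 to 0.73), Pax6_P0 (0.43, 0.42 to 0.45) and Pax6_P1 (0.43, 0.40 to 0.45) had the largest folds of Pax6-ON over Pax6-OFF cells. With intrachromosomal reads alone CTCF4 turned from -0.15 to 0.41, above both promoters. With the median target as the scale CTCF6 (0.50), Rcn1_prom (0.33), CTCF4 (0.24) and e200 (0.23) came above both promoters (0.19 for each). Without the highest target of the pool CTCF6 (0.27) came above Pax6_P0 (0.17) and Pax6_P1 (0.16). CTCF7 (-0.48, -0.49 to -0.47), CTCF5 (-0.42, -0.43 to -0.42) and Elp4 (-0.34, -0.35 to -0.33) had the lowest folds. All 3 Pax6 promoters were higher in Pax6-ON cells, but Pax6_Palpha (0.21) turned to -0.03 with the median target as the scale and to -0.05 without the highest target of the pool. The promoters' median of 0.43 was reached by 4 of 20 sets, the fewest possible here too, and by 31 of 286 over all targets, more than the fewest possible of 11. Against scaling by the pool's sum, scaling by the median target moved the median fold of the 13 targets by -0.40 for Pax6-HIGH over Pax6-ON and by -0.49 for Pax6-HIGH over Pax6-OFF cells.

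Targets had a similar order in Pax6-ON and Pax6-OFF cells, and no such agreement was detected between either and Pax6-HIGH cells. Across the 13 targets, which are not independent replicates, log2 reads of Pax6-ON and Pax6-OFF cells had a Pearson r of 0.94 and a Spearman rho of 0.98 (permutation p = 1e-05 for each, the smallest that 100000 resamples allow, and 3e-05 after Benjamini-Hochberg adjustment over 6 correlations). For Pax6-HIGH and Pax6-ON cells r was -0.23 (permutation p = 0.44, adjusted 0.52) and rho -0.20 (permutation p = 0.52, adjusted 0.52). For Pax6-HIGH and Pax6-OFF cells r was -0.20 (permutation p = 0.51, adjusted 0.52) and rho -0.23 (permutation p = 0.46, adjusted 0.52). Without the 2 targets farthest from the median, r was 0.97, -0.18 and -0.14 in these 3 pairs. With reads per kb of fragment, r of Pax6-HIGH cells turned to 0.24 with Pax6-ON and 0.14 with Pax6-OFF cells. Both profiles were then divided by the same lengths, which puts a shared part into them, so this turn does not by itself show agreement.

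Longer fragments held more reads in Pax6-ON and Pax6-OFF cells, and no such relation was detected in Pax6-HIGH cells. Spearman rho of reads against fragment length was 0.64 in Pax6-ON cells (permutation p = 0.021, adjusted 0.049 over the 3 cell lines), 0.60 in Pax6-OFF cells (permutation p = 0.033, adjusted 0.049) and -0.30 in Pax6-HIGH cells (permutation p = 0.32, adjusted 0.32). Pearson r with log2 reads was 0.76, 0.56 and -0.31 in the same order (permutation p = 0.0018, 0.042 and 0.31, adjusted 0.0053, 0.064 and 0.31). The relation kept its direction but did not pass the test, with fewer targets, when CTCF10B and Elp4, the 2 farthest from the median length, were left out. Without them rho was 0.45 in Pax6-ON (permutation p = 0.16) and 0.44 in Pax6-OFF cells (permutation p = 0.18), and r was 0.48 and 0.43. Within pools, rho was 0.54 and 0.50 in Pax6-ON cells, 0.71 and 0.39 in Pax6-OFF cells, and -0.89 and 0.21 in Pax6-HIGH cells for pools 1 and 2, with an exact permutation p of 0.033 for pool 1 of Pax6-HIGH cells.

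Interchromosomal reads, in which the target was joined to a fragment of another chromosome, took a larger part in Pax6-OFF cells than in either other cell line at all 13 targets. The median over targets was 28.1% in Pax6-HIGH, 25.1% in Pax6-ON and 38.5% in Pax6-OFF cells. CTCF10B had the lowest share in each cell line, at 16.0%, 13.1% and 19.3%, and CTCF4 the highest, at 35.7%, 55.5% and 76.2% (Wilson interval in Pax6-OFF cells 75.9 to 76.5%). Rcn1_prom went from 19.0% and 37.1% to 59.6%. Pax6-OFF exceeded Pax6-HIGH cells by 2.37 percentage points at CTCFp11 and by up to 40.5 points at Rcn1_prom, with counting intervals of 1.98 to 2.77 and 40.2 to 40.9 points. It exceeded Pax6-ON cells by 5.67 points at Pax6_P1 and by up to 22.5 points at Rcn1_prom. Between Pax6-ON and Pax6-HIGH cells the share was higher in Pax6-ON cells at 6 targets and lower at 7. Among the Pax6 promoters the median share was 32.4%, 30.6% and 44.98% in Pax6-HIGH, Pax6-ON and Pax6-OFF cells, and among the CTCF or cohesin sites 21.0%, 23.9% and 30.4%.

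**Figure D3:**
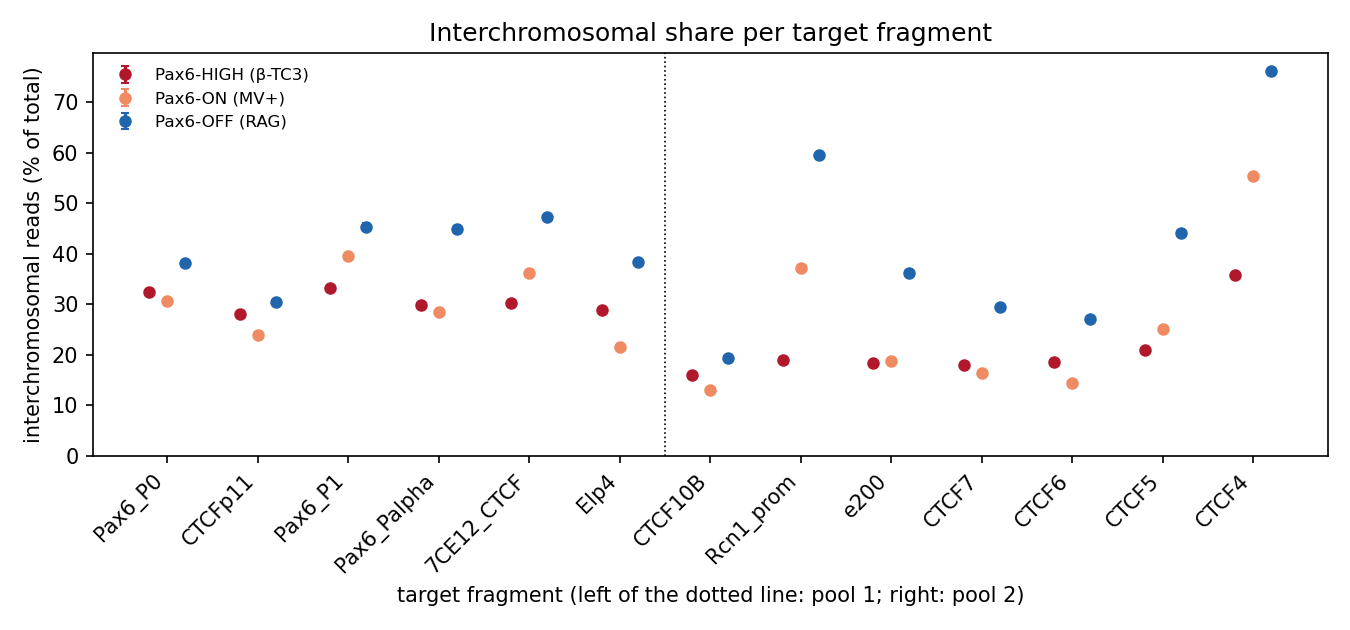
Interchromosomal reads as a percentage of all reads of a target in Pax6-HIGH (red), Pax6-ON (orange) and Pax6-OFF (blue) cells, with Wilson 95% intervals that are mostly smaller than the points. Pax6-OFF points lie highest at all 13 targets and reach 76.2% at CTCF4.

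Shorter targets had a larger interchromosomal share in each cell line. Spearman rho of the share against fragment length over the 13 targets was -0.72 in Pax6-HIGH (permutation p = 0.0078, adjusted 0.0078 over the 3 cell lines), -0.91 in Pax6-ON (permutation p = 7e-05, adjusted 0.00021) and -0.81 in Pax6-OFF cells (permutation p = 0.0015, adjusted 0.0023). Pearson r was -0.49, -0.71 and -0.70 (permutation p = 0.088, 0.0074 and 0.011, adjusted 0.088, 0.017 and 0.017). Without CTCF10B and Elp4, r was -0.64, -0.85 and -0.80. Within pool 2 rho was -0.86 in Pax6-HIGH and -1 in both other cell lines (exact permutation p = 0.024, 0.0004 and 0.0004). Within pool 1 it was -0.77, -0.77 and -0.31 (exact permutation p = 0.10, 0.10 and 0.56), so the relation did not pass the test there in any cell line.

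**Figure D4:**
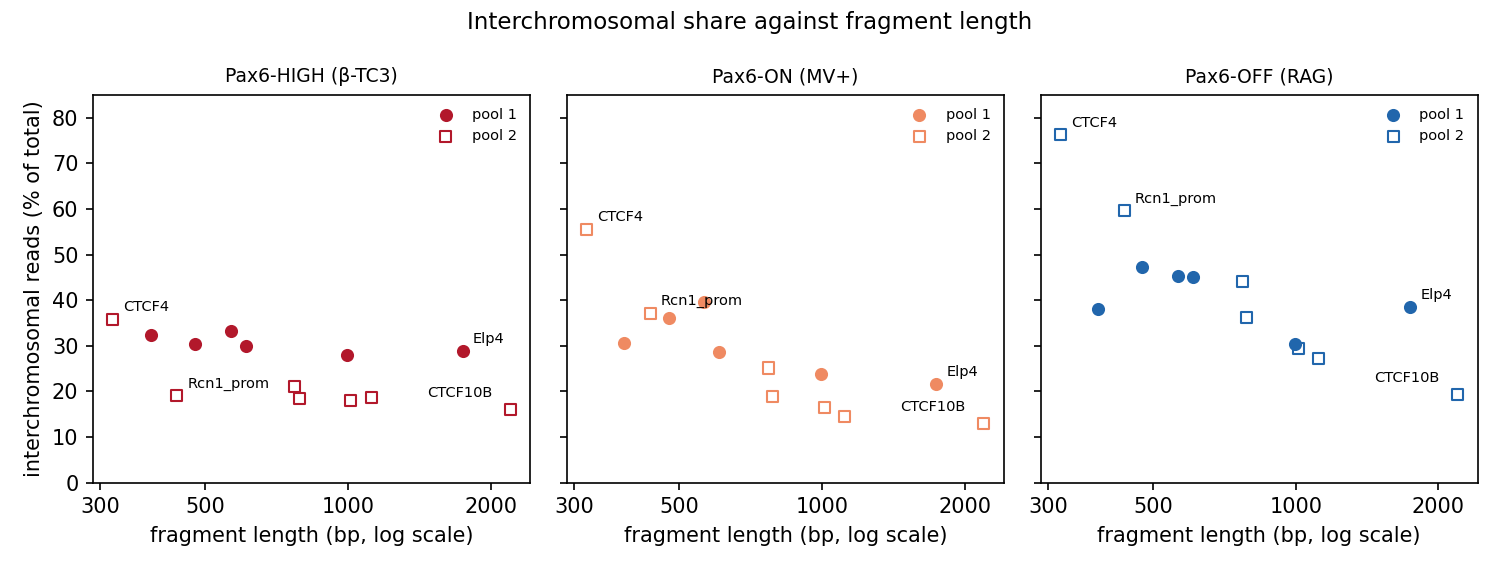
Interchromosomal share of each target (percent of its reads) against fragment length (bp, log scale) in each cell line, with filled circles for pool 1 and open squares for pool 2. In pool 2 the share falls at each step of length in Pax6-ON and Pax6-OFF cells, from CTCF4 at 319 bp to CTCF10B at 2195 bp.

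The study scaled each profile to a common genome-wide total, so the reads per target set what a scaled profile can resolve. On the deposited scale of 100000 reads, 1 read at Pax6_P1 was worth 0.133 units in Pax6-HIGH, 2.71 in Pax6-ON and 5.86 in Pax6-OFF cells, a ratio of 44.0 between the last and the first. A region with no read at Pax6_P1 could hold up to 0.0176% of its contacts in Pax6-OFF cells and 0.0004% in Pax6-HIGH cells, the limit that a count of 0 allows. The paper takes the 3 Pax6 promoters together for their contacts with the upstream regulatory region. With their reads summed, this limit was 0.0038% in Pax6-OFF and 0.00014% in Pax6-HIGH cells. At CTCF5 the ratio of units per read between Pax6-OFF and Pax6-HIGH cells was 2.71. The genome-wide total also holds the interchromosomal reads, so the height of a scaled profile depends on their share. The same distribution of intrachromosomal contacts would be drawn 2.70 times higher in Pax6-HIGH than in Pax6-OFF cells at CTCF4, the largest ratio. It would be 2.00 times higher at Rcn1_prom and 1.03 times at CTCFp11, the smallest ratio. At CTCF6 and CTCF5 the ratio was 1.12 and 1.41, and at Pax6_P0, Pax6_P1 and Pax6_Palpha 1.09, 1.22 and 1.27. The paper's bar plots give contacts with a region as a percentage of those with the locus, where this factor cancels.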

Values the study reported

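The study scaled each viewpoint to 100,000,000 reads genome-wide. For its plotted profiles it collected reads into 3-kbp bins drawn from 6-kbp windows.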

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

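The alternatives with intrachromosomal reads alone and without Elp4, and all alternatives for the interchromosomal share, were chosen after the result was seen, and the others were planned. No paired analysis was possible because the deposited values combine the libraries of a cell line, and for the same reason replicates were not left out in turn. The number of targets with a larger share in Pax6-HIGH cells stayed within 1.5 times under each scaling by reads. Without scaling it was 13 of 13 against Pax6-OFF cells, and 11 targets were higher in Pax6-ON than in Pax6-OFF cells, which follows from the depth of the libraries. Depth also gave every reversal without scaling: in Pax6-HIGH over Pax6-ON cells the log2 folds became 0.72 (CTCF10B), 2.42 (CTCFp11), 1.55 (CTCF5) and 1.43 (Elp4), in Pax6-HIGH over Pax6-OFF cells 1.77 (CTCF10B), 2.14 (e200), 2.20 (CTCF7), 3.29 (CTCFp11), 1.44 (CTCF5) and 1.78 (Elp4), and in Pax6-ON over Pax6-OFF cells 0.26 (Rcn1_prom), 0.16 (e200), 0.34 (Elp4) and 0.17 (CTCF4). Under the other scalings the cause was not tested. With the median target as the scale, the folds were -0.23 for e200 in Pax6-HIGH over Pax6-ON cells, and 0.062 for CTCF7 and -0.015 for Pax6_Palpha in Pax6-HIGH over Pax6-OFF cells. In Pax6-ON over Pax6-OFF cells they were 0.33 (Rcn1_prom), 0.23 (e200), -0.059 (CTCFp11), -0.029 (Pax6_Palpha), -0.030 (7CE12_CTCF) and 0.24 (CTCF4). The highest target of a pool was found within each cell line, so leaving it out can remove unlike targets from the 2 sums. In pool 1 it was Pax6_P0 in Pax6-HIGH cells and Elp4 in both other lines. In pool 2 it was Rcn1_prom in Pax6-HIGH, CTCF10B in Pax6-ON and CTCF5 in Pax6-OFF cells. This scale gave -0.25 for e200 in Pax6-HIGH over Pax6-ON cells. In Pax6-ON over Pax6-OFF cells it gave 0.10 (Rcn1_prom), 0.0044 (e200), -0.084 (CTCFp11), -0.053 (Pax6_Palpha), -0.055 (7CE12_CTCF) and 0.0094 (CTCF4). The sum over both pools gave -0.33 for e200 and 0.12 for CTCFp11 in Pax6-HIGH over Pax6-ON cells, and 0.57 for CTCFp11 in Pax6-HIGH over Pax6-OFF cells. Intrachromosomal reads alone gave 0.23 (Rcn1_prom), -0.0020 (CTCF6) and 0.41 (CTCF4) in Pax6-ON over Pax6-OFF cells. The 3 Pax6 promoters took 66.2%, 48.1% and 41.8% of pool 1 in Pax6-HIGH, Pax6-ON and Pax6-OFF cells with reads per kb, 24.6%, 9.02% and 5.90% of both pools, and 54.0%, 28.05% and 22.3% of intrachromosomal reads. Without Elp4 they took 64.1%, 49.0% and 46.3%, as the whole was then smaller. Their median fold of Pax6-HIGH over Pax6-OFF cells was reached by 3.85% of sets over all 13 targets and 20% within pool 1, in both the lowest possible, so these differ by the number of targets alone, and in both other pairs of cell lines by 10.8% and 20%. Agreement kept its direction and its side of the threshold on a linear scale, within pools and without each target in turn, but reads per kb turned r to 0.24 and 0.14 between Pax6-HIGH cells and Pax6-ON or Pax6-OFF cells, and the cause was not tested. Without the highest target the coefficient of variation in pools 1 and 2 was 13.0% and 9.11% in Pax6-HIGH, 36.5% and 33.0% in Pax6-ON, and 42.4% and 36.1% in Pax6-OFF cells. With reads per kb it was 57.2% and 61.5%, 29.6% and 34.9%, and 34.1% and 46.3%. Reads against length gave a rho of -0.89 and 0.21 within pools 1 and 2 of Pax6-HIGH cells, 0.54 and 0.50 in Pax6-ON and 0.71 and 0.39 in Pax6-OFF cells, and 0.45 and 0.44 in the latter 2 lines without the 2 targets farthest from the median length. Interchromosomal share against length gave -0.77, -0.77 and -0.31 within pool 1 in Pax6-HIGH, Pax6-ON and Pax6-OFF cells, with fewer targets tested. The median interchromosomal share was 30.1%, 29.6% and 41.7% in pool 1 and 18.7%, 18.9% and 36.1% in pool 2. All reads summed gave 25.1% in Pax6-HIGH and 23.4% in Pax6-ON cells, and leaving out CTCF4 and Rcn1_prom gave 23.9% in Pax6-ON and 38.1% in Pax6-OFF cells. Pax6-OFF cells had the highest share under each of these. Depth limits the single Pax6 promoter profiles of Pax6-OFF cells most, as Pax6_P1 rests on 17057 reads there. The 3 promoters together, as the paper takes them for contacts with the upstream regulatory region, rest on 78761 reads in these cells.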

Other observations

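The tests below were all chosen after the results they bear on were seen, so each explanation is a hypothesis from the same data.

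The interchromosomal shares of the targets were correlated between cell lines, and CTCF4 had the highest in each, but Pax6_P0 was above Rcn1_prom in Pax6-HIGH cells (32.4% against 19.0%) and below it in Pax6-ON (30.6% against 37.1%) and Pax6-OFF cells (38.1% against 59.6%). Spearman rho of the share over the 13 targets was 0.93 between Pax6-ON and Pax6-OFF cells (permutation p = 4e-05), 0.84 between Pax6-HIGH and Pax6-ON cells (permutation p = 0.00066) and 0.72 between Pax6-HIGH and Pax6-OFF cells (permutation p = 0.0072). CTCF4 and the Elp4 target lie 2709 bp apart but were captured in different pools, and their shares differed by 6.93, 33.8 and 37.8 percentage points in Pax6-HIGH, Pax6-ON and Pax6-OFF cells, with CTCF4 higher. The median share of pool 1 and pool 2 targets was 30.1% and 18.7% in Pax6-HIGH, 29.6% and 18.9% in Pax6-ON and 41.7% and 36.1% in Pax6-OFF cells.

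The interchromosomal share fell with fragment length. Exact repeats are argued against as the cause over most targets. The 5 targets above the median share of Pax6-OFF cells other than CTCF4 held no 31-mer that occurs elsewhere in the genome. Repeats may add to CTCF4, where 9.69% of all 31-mers and 15.6% of those at the captured ends were repeated. The target e200 held more over the whole fragment (16.8%, at a share of 36.1%) but 0% at its captured ends. CTCF10B, CTCF6 and Elp4 held 3.33%, 5.56% and 6.11% at theirs, and a part for repeats was not tested at these targets. In pool 2 the weakest rho of the 3 cell lines was -0.86, so fragment length stays a candidate explanation there. GC content of the captured ends is argued against there as the whole cause in Pax6-HIGH cells. With GC content held fixed, the rho of share against length over the 7 targets was -0.86 (exact permutation p = 0.035). In both other cell lines this check cannot decide, since the rho against length was already -1 and stays so whatever is held fixed. Against GC content, the rho of the share in pool 2 was -0.29, -0.14 and -0.14 in Pax6-HIGH, Pax6-ON and Pax6-OFF cells (exact permutation p = 0.56, 0.78 and 0.78). In pool 1 the share followed GC content with a rho of 0.89, 1 and 0.66 in Pax6-HIGH, Pax6-ON and Pax6-OFF cells (exact permutation p = 0.033, 0.0028 and 0.175). Against length its weakest rho was -0.31, and no exact permutation p was under 0.05. GC content was tied to length there (rho -0.77). With length held fixed, GC content did not pass the test in Pax6-HIGH or Pax6-OFF cells (exact permutation p = 0.169 and 0.20). In Pax6-ON cells holding length fixed could not change a rho of 1. GC content and length thus cannot be told apart in pool 1.

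The interchromosomal share was highest in Pax6-OFF cells. A different column order in the table of these cells is argued against by the rho of 0.93 with Pax6-ON cells, since exchanged columns would turn its sign. A lower read number as the whole cause is argued against, since Pax6-ON cells had fewer reads than Pax6-HIGH cells at all 13 targets but a lower share at 7, beyond the counting intervals, and CTCF7 and CTCF5 had more reads in Pax6-OFF than in Pax6-ON cells and a higher share (29.5% against 16.4% and 44.0% against 25.1%). The efficiency of fixation and ligation, or a difference of nuclear organisation between the cell lines, may also account for it and was not tested, as each cell line has a single pooled value.

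The Pax6 promoters took a larger part of pool 1 in Pax6-HIGH cells. A difference of the whole region, such as copy number, is argued against as the whole cause by CTCFp11, whose log2 fold of Pax6-HIGH over Pax6-OFF cells lay 1.49 below that of the nearer of the promoters on either side of it (counting interval 1.47 to 1.52), but as a part of the cause it cannot be told apart, since all 5 targets at Pax6 rose relative to Elp4, CTCFp11 least by 1.51. GC content of the captured ends remains a candidate explanation, with a rho of 0.94 against the fold over the 6 targets of pool 1 (exact permutation p = 0.017, 0.06 after adjustment over 18 correlations), and fragment length stays open with a rho of -0.83 (exact permutation p = 0.058). Pax6 activity cannot be told apart from these, because the comparison with Rcn1_prom, in another gene and pool, turned with the scale or reads used. The Rcn1_prom fold was below the promoters' median with the pool's sum (0.90 against 1.22) and the sum over both pools (0.46 against 2.07). It was above with the median target (1.04 against 0.55) and with intrachromosomal reads alone (1.54 against 1.16). Without the highest target it was also above (0.80 against 0.58), but that scale leaves out unlike targets in the 2 cell lines. Over all 13 targets this fold followed GC content with a rho of 0.83 (permutation p = 0.00075, adjusted 0.013), on the scale of the pool's sum. Capture or amplification that differs by GC content between the libraries may therefore have shaped reads per target. Within pool 2 the rho of 0.75 did not pass the test (exact permutation p = 0.066, adjusted 0.108). Over all targets the rho was 0.71 for Pax6-HIGH over Pax6-ON cells (permutation p = 0.0075, adjusted 0.055). For Pax6-ON over Pax6-OFF cells it was 0.58 (permutation p = 0.043, adjusted 0.105). Neither passed after adjustment, and ranks between targets of different pools depend on the scaling.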
